A study of Homo sapiens with 12 samples. Its data were reported in "Histone demethylase KDM4C is a functional dependency in JAK2-mutated neoplasms" (2022).

How the data were processed

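RNA sequencing was performed on HEL cells, a human erythroleukemia cell line that carries a mutated JAK2 kinase and here also expresses the Cas9 nuclease. Cells were transduced with lentiviruses carrying a guide RNA against luciferase (control) or 1 of 2 guide RNAs against KDM4C (sg2 and sg3), and transduced cells were selected with puromycin at 1.5 µg/mL over 11 days. Each of the 3 groups had 4 libraries, 12 in all, and groups and replicate numbers were taken from the titles the submitters gave. The study's methods also describe a last step with a JAK inhibitor or its vehicle, dimethyl sulfoxide. The labels name neither, but the column names of the count table name the vehicle for all 12 libraries, so none is marked as treated with the inhibitor.

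The authors trimmed paired-end, strand-specific reads with Trimmomatic 0.39, aligned them to hg38 with STAR 2.7.4a and counted read pairs per gene with featureCounts 2.0.1, per the labels and the study's methods. The deposited table holds raw counts per gene, not normalized, for all libraries. The counting options that are stated name no strand, so reads of a gene and of an overlapping or antisense gene may not have been told apart. Counts of genes with near-identical copies, such as histone, globin, metallothionein and HLA genes, are uncertain, since a read that fits several copies cannot be assigned to 1 of them. The library kit and any selection of polyadenylated RNA are not given in the sources used here. Of 38571 lines, 20 were broken by long cells, and the 6 genes they belonged to (CACNA1C, NEB, TTN, ABI3BP, DST and SYNE1) were left out, which left 38551 genes. Positions in the table overlapped those of the reference annotation for 99.9% of 34684 genes compared, so both use the same build. Gene types were taken from a table of gene names that matched 92.4% of the symbols.

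Total counts ranged from 10031809 to 78966125 per library, and the deepest library held 7.87 times the counts of the shallowest. Replicates were compared before averaging: the reduced chi-square of their counts lay between 1.71 and 12.4 over 18 pairs, so no pair agreed within sampling noise and each library was counted as its own replicate. Values were lowest for control libraries 1 and 3 (2.09) and 2 and 4 (3.78). In sg2 they were lowest for libraries 1 and 2 (2.89) and 3 and 4 (2.46), and in sg3 for libraries 1 and 2 (1.71) and 3 and 4 (3.98). Other pairs of the same group gave higher values, so the 4 libraries of a group may not be equally independent. The study's methods place the division into 4 replicates at the last step, after transduction and selection, and the sources used here do not say that replicates came from separate transductions, so p-values measure only the spread between these samples, which may be technical.

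Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes were kept by filterByExpr with a minimum count of 10 and a minimum total of 15, library sizes were scaled by TMM, and 13996 genes were tested, 11952 of them protein-coding. A quasi-likelihood model with 1 mean per group was fitted to all 12 libraries (glmQLFit and glmQLFTest). Contrasts were the average of both guides against control, each guide against control, and sg3 against sg2. Adjusted p-values are from this test with Benjamini-Hochberg adjustment over all genes tested unless another test is named, and a gene was called at 0.05. Expression levels (CPM) are counts scaled to a common library size by TMM and given as mean ± SD over the 4 libraries of a group. Where the log2 fold change of a gene is given with a standard error (SE), the SE was derived from the test. It is the size of the fold change divided by the square root of the F statistic. Log2 expression values used a prior count of 2. The common biological coefficient of variation was 6.24%. On counts simulated from these libraries for the knockout average, 13865 genes were tested, and 72 of 99 genes changed by 0.5 on the log2 scale and 94 of 97 changed by 1 were called, with 7 false calls.

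Genes were named by a rule fixed before the data were examined, as were the tests, gene lists and alternatives unless stated otherwise. The rule took the 12 largest rises and 12 largest falls of the knockout average among protein-coding genes with an average log2 CPM of at least 2 that were called in the average and in both guides with 1 sign. It also took the 5 largest rises and falls per guide and for sg3 against sg2, KDM4C, KDM4A, KDM4B, KDM4D, JAK2, CDKN1A, IL1B, BCL2, THBS1, MTOR, ALKBH5, AXL and MYC, and from each list up to 4 called members with the largest change and the member with the highest expression. Some genes that the rule takes are not reported here.

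A total of 35 gene lists were fixed, and 34 had measured members. They cover senescence, cell cycle, signalling, stress, metabolism, chromatin and lineage, markers of other cell types, and regions of chromosome 9. The list of mitochondrially encoded genes relied on a prefix that no symbol in the table has; the 13 protein genes of that chromosome were used instead, a choice made after seeing the data. Lists were tested on log2 CPM with camera (limma 3.58.1) at a preset correlation between genes of 0.01, adjusted over the 34 lists of a contrast, and again with an estimated correlation. Camera compares the genes of a list with all other genes. Some genes are on several lists, so calls of lists that share members are not independent. Of the 18 lists called for the knockout average, 2 were called with an estimated correlation, the interferon response and the chromosome 9 long arm. Counts of members that rose or fell are adjusted over all genes tested, and beside them stands the count adjusted over the list alone. On simulated data, a list raised by 0.4 was called by camera, fry and fgsea, and no other list was called by camera. Genes were drawn independently there, so the simulation cannot show how often the preset correlation gives false calls for lists of correlated genes.

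Both knockout comparisons used the same control libraries. In 20 draws, all 12 libraries were therefore simulated from the control means, and both guides were compared with the same simulated controls. Genes were drawn independently, so differences that the real control libraries share across genes are left out. The real controls were also split into 2 for each guide in all 6 ways. Guide sequences from the study's supplement were matched to hg38 on both strands, and exons were taken from GENCODE annotation of that build.

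Alternatives were a replicate block, DESeq2 1.42.0, limma-voom, RLE size factors, library totals only, no filter on low counts, a filter of 1 CPM in 4 libraries, fits of 2 groups, fry, fgsea 1.28.0, and leaving out each library in turn. Leaving out sg2 libraries 1 and 2 and thinning all libraries to the depth of the shallowest were chosen after seeing the data. Sequence matching and plots used Python 3.11.15.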

Results

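Gene expression was measured by RNA sequencing in HEL erythroleukemia cells with CRISPR-Cas9 inactivation of KDM4C, a demethylase of histone H3 lysines, and in cells with a guide against luciferase. Each group (control, sg2 and sg3) had 4 libraries. Total counts were 27146125, 78966125, 17385397 and 13247734 in control libraries 1 to 4. They were 13954221, 33052605, 10031809 and 12741140 in sg2 libraries 1 to 4, and 16835527, 20076576, 20691332 and 13631749 in sg3 libraries 1 to 4. The first principal component of all tested genes held 38.4% of the variance. Control libraries lay between -27.6 and -22.8 on it, sg3 libraries between 16.9 and 23.1, sg2 libraries 3 and 4 at 14.3 and 12.4, and sg2 libraries 1 and 2 nearer to the controls, at -3.25 and -0.269.

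KDM4C mRNA was lower in all 8 knockout libraries than in any control library. It measured 69.4 ± 1.72 CPM (SD, n = 4) in control, 47.1 ± 6.62 CPM (n = 4) with sg2 and 61.7 ± 1.86 CPM (n = 4) with sg3. The log2 fold change was -0.37 ± 0.06 (SE) for the average of both guides (adjusted p = 8.88e-05) and -0.57 for sg2 (adjusted p = 2.59e-05). For sg3 it was -0.17 with an adjusted p of 0.0499, and this call was lost in 13 of 22 alternatives, for instance with RLE size factors (adjusted p = 0.0508). It was also lost without any 1 of the control libraries (adjusted p between 0.0661 and 0.106), without any 1 of the sg3 libraries (between 0.0527 and 0.116) and without sg2 library 3 (0.0580). KDM4C in the 4 sg2 libraries lay between 40.5 and 55.1 CPM. Guide sg2 (GCAAGAGTATAATGCAACAG) matched hg38 chromosome 9, positions 7011804 to 7011823 on the plus strand, next to a TGG motif, in coding exon 13 of 22 of KDM4C. Guide sg3 (GGTCATCTGTGACTGAGTCG) matched positions 6984259 to 6984278 on the minus strand, next to a GGG motif, in coding exon 10 of 22. Each had 1 exact match in the genome. Counts cover all exons of the gene, so a transcript with a small insertion or deletion is still counted, and mRNA level does not measure the share of edited alleles.

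**Figure D1:**
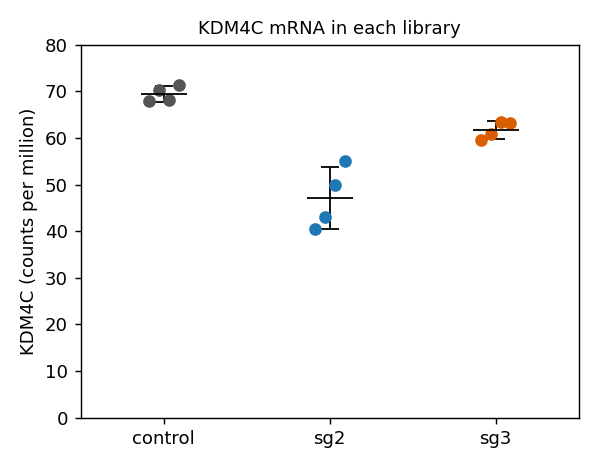
KDM4C mRNA in CPM (vertical axis) in the 4 libraries of each group (points), with the group mean (wide line) and SD (error bars). The control libraries average 69.4 CPM, sg2 47.1 CPM and sg3 61.7 CPM.

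Of the related demethylases, KDM4B rose with a log2 fold change of 0.70 ± 0.07 (adjusted p = 1.89e-06), from 51.2 ± 1.70 CPM (n = 4) in control to 75.9 ± 12.1 CPM with sg2 and 92.9 ± 5.66 CPM with sg3. KDM4A had a log2 fold change of -0.02 (adjusted p = 0.674) and KDM4D one of 0.34 (adjusted p = 0.0706), and edgeR's quasi-likelihood test called neither. KDM4D was called with limma-voom (0.34, adjusted p = 0.0494) and without control library 3 (0.45, adjusted p = 0.0247). JAK2, which lies on the same chromosome arm as KDM4C, had a log2 fold change of -0.04 (adjusted p = 0.367). ALKBH5, an RNA demethylase, had one of 0.12 (adjusted p = 0.0566), and was called without sg2 libraries 1 and 2 (0.18, adjusted p = 0.00334), without sg2 library 2 (0.15, adjusted p = 0.00988) and without sg3 library 1 (0.14, adjusted p = 0.0283). AXL had at most 3 counts in any library and was not tested.

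The main comparison asked which genes changed when KDM4C was inactivated, with both guides averaged. SLC6A8, the creatine transporter, rose from 4.68 ± 0.441 CPM (n = 4) in control to 19.3 ± 8.89 with sg2 and 26.7 ± 1.48 with sg3, a log2 fold change of 2.24 ± 0.22 (adjusted p = 1.17e-06). The metallothioneins MT1X and MT2A rose by 2.23 ± 0.25 and 1.78 ± 0.24, the pore-forming gasdermin GSDME by 1.73 ± 0.14, the efflux transporter ABCC3 by 1.68 ± 0.15 and the glycolytic enzyme ALDOC by 1.68 ± 0.13. The other genes of the rule that rose were SPAG4 (1.83), ARHGAP39 (1.65), NTN4 (1.62), FAM178B (1.49), ZC3H6 (1.48) and PNRC1 (1.44). Reads of SLC6A8 and of the metallothioneins may be shared with near-identical copies.

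Falls were ranked among protein-coding genes with an average log2 CPM of at least 2 that were called in the average and in both guides. The largest of these were those of TMEM132E (-1.69 ± 0.09, adjusted p = 1.93e-09), from 17.2 ± 1.23 CPM (n = 4) in control to 5.34 ± 0.557 with sg2 and 5.36 ± 0.802 with sg3, and of ZNF469 (-1.63 ± 0.08, adjusted p = 1.02e-09). TREML1, a receptor of platelets, fell by 1.41 on the log2 scale, the adhesion molecule NECTIN1 fell by 1.17, and the retinoid X receptor RXRA fell by 1.09. The others were PPP1R14C (-1.37), CNNM1 (-0.9998), ALPK3 (-0.96), the zinc transporter SLC30A3 (-0.92), DMRTA2 (-0.88), the cadherin FAT4 (-0.86) and PDE5A (-0.86), which degrades cyclic GMP. For all 24 genes of the rule, the 8 knockout libraries lay beyond every control library. In all, 6141 of 13996 genes were called by edgeR's quasi-likelihood test, 3023 higher and 3118 lower. Most changes were small: the median size of a called change was 0.26, and 165 genes rose and 92 fell by at least 1 on the log2 scale.

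**Figure D2:**
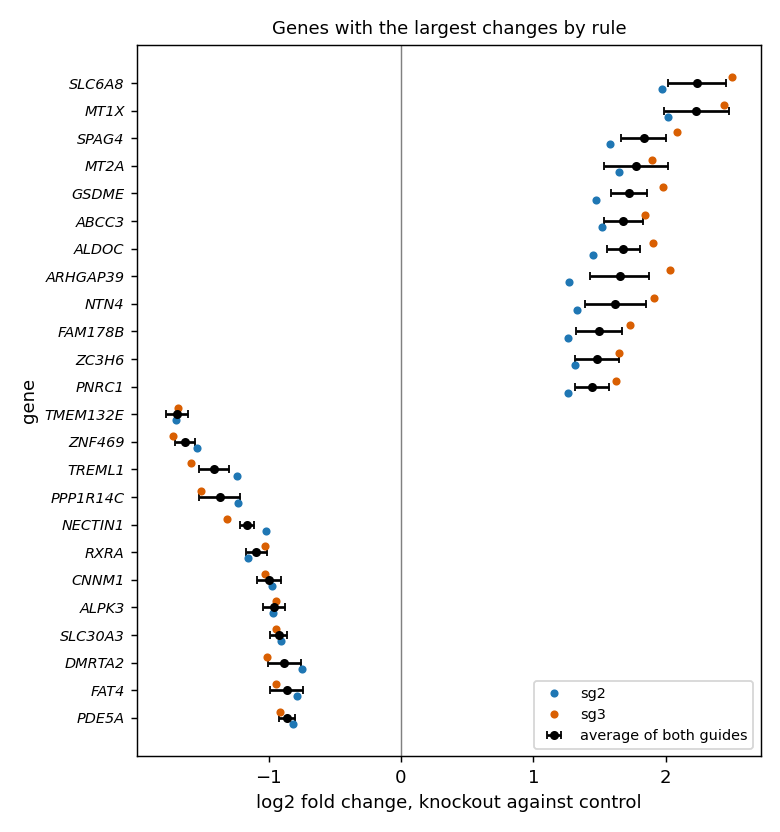
Log2 fold changes against control (horizontal axis) of the 24 genes with the largest rises and falls by the naming rule (vertical axis). Black points with SE bars give the average of both guides, blue points sg2 and orange points sg3; SLC6A8 has the largest rise (2.24) and TMEM132E the largest fall (-1.69), and both guides share the sign for each gene.

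Genes of the hypoxia response and of glycolysis rose together. Of 36 measured members, 28 rose and 2 fell (29 and 4 adjusted over the list alone), with a median log2 fold change of 0.55 (camera adjusted p = 1.05e-11; adjusted p = 0.250 with an estimated correlation). The transcriptional repressor BHLHE40 rose by 1.43 ± 0.12, the mitophagy receptor BNIP3 by 1.39 ± 0.13, PFKFB4, a regulator of glycolytic flux, by 1.29 ± 0.12, and GAPDH, the member with the highest expression, by 0.33 ± 0.05. The list median lay above all controls in the 8 knockout libraries, at 0.26, 0.23, 0.60 and 0.62 in sg2 libraries 1 to 4 and between 0.61 and 0.69 in the sg3 libraries. Cholesterol biosynthesis genes also rose: 20 of 25 rose and 0 fell (20 and 0 adjusted over the list alone), with a median of 0.34 (camera adjusted p = 3.80e-11; adjusted p = 0.153 with an estimated correlation). Its list median was 0.28 and 0.25 in sg2 libraries 1 and 2 and between 0.35 and 0.43 in the other 6 knockout libraries. MSMO1 rose by 0.80 ± 0.05, HMGCS1 by 0.72 ± 0.06 and CYP51A1 by 0.66 ± 0.05.

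Senescence was of interest in the study. CDKN1A, which encodes the cell cycle inhibitor p21, rose from 4.94 ± 0.372 CPM (n = 4) in control to 9.31 ± 1.27 with sg2 and 9.49 ± 0.9995 with sg3 (log2 fold change 0.91 ± 0.10, adjusted p = 2.70e-06). The cytokine gene IL1B rose by 0.97 ± 0.06 (adjusted p = 4.34e-08) and the survival factor BCL2 by 0.59 ± 0.07 (adjusted p = 4.45e-06), while THBS1 (-0.49 ± 0.06, adjusted p = 6.60e-06) and MTOR (-0.35 ± 0.06, adjusted p = 1.54e-04) fell. Because the study chose these 5 genes on these samples, their directions are not independent evidence. As a list they were not called (3 rose and 2 fell, the same numbers adjusted over the list alone, camera adjusted p = 0.224). Camera looks for a shift in 1 direction, so for a list picked with rises and falls this does not tell whether its members changed. Genes of the senescence-associated secretory phenotype rose in 16 of 23 cases and 0 fell (17 and 0 adjusted over the list alone), with a median of 0.51 (camera adjusted p = 2.58e-06; adjusted p = 0.202 with an estimated correlation). The list median was 0.28 in sg2 libraries 1 and 2 and 0.29 in sg3 library 4, against 0.52 to 0.72 in the other 5 knockout libraries. CXCL8 rose by 1.43 ± 0.21 and the growth factor GDF15 by 1.42 ± 0.19, both at low levels (1.10 and 4.82 CPM in control), and IGFBP5, the member with the highest expression, measured -0.02 (adjusted p = 0.690). By contrast, the list of senescence cell cycle inhibitors and markers was not called: 6 of 21 rose and 4 fell (6 and 4 adjusted over the list alone), with a median of 0.02 (adjusted p = 0.318). TXNIP, which restrains glucose uptake, rose most on it, by 1.31 ± 0.10. The p53 target list (8 of 24 rose and 4 fell, as many adjusted over the list alone; adjusted p = 0.150) and the autophagy and lysosome list (19 of 45 rose and 8 fell, 19 and 9 adjusted over the list alone; adjusted p = 0.0640) were not called either. The autophagy and lysosome list was called with sg3 alone (adjusted p = 0.0466; 0.204 with an estimated correlation). For the average it was called in 5 of 18 alternatives: with fgsea (NES 1.60, adjusted p = 0.0172), with fry (8.39e-05), and without control library 1 (0.0427), control library 3 (0.0395) or sg3 library 3 (0.0487). TP53INP1 rose by 1.09 ± 0.12, CCNG1 by 0.39 ± 0.05 and BNIP3L by 0.55 ± 0.06.

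Lists of JAK-STAT targets, NF-kB, AP-1 and interferon response genes were called higher in knockout, and of these the interferon list held with an estimated correlation. It did not hold so with sg2 alone (camera adjusted p = 0.0802 with an estimated correlation). Some of these lists share members, so their calls are not separate findings. FOS, JUNB, JUND and EGR1 are on the JAK-STAT and AP-1 lists, and BCL3 is on the JAK-STAT and NF-kB lists. IL1B and CXCL8 are on the NF-kB list and on that of the senescence-associated secretory phenotype. CDKN1A, which the study named, is on the JAK-STAT, p53 target and senescence marker lists. JAK-STAT target genes rose in 21 of 33 cases and 4 fell (21 and 4 adjusted over the list alone; median 0.24, camera adjusted p = 3.71e-05; adjusted p = 0.203 with an estimated correlation), among them SOCS3 (0.76 ± 0.05), a feedback inhibitor of JAK kinases, BCL3 (0.79 ± 0.10) and the kinase PIM1 (0.43 ± 0.04). NF-kB and inflammatory genes rose in 19 of 35 cases and 2 fell (19 and 2 adjusted over the list alone; median 0.24, camera adjusted p = 1.16e-05; adjusted p = 0.250 with an estimated correlation). TRAF1 rose by 1.22 ± 0.15 and BIRC3 by 0.98 ± 0.14, both targets of NF-kB. AP-1 and immediate early genes rose in 21 of 36 cases and 4 fell (21 and 4 adjusted over the list alone; median 0.27, camera adjusted p = 6.54e-05; adjusted p = 0.252 with an estimated correlation). KLF2 rose by 2.41 ± 0.34 from 0.251 CPM and MAFF by 0.81 ± 0.09, whereas DUSP4, a phosphatase of MAP kinases, fell by 0.75 on the log2 scale. Interferon response genes rose in 16 of 45 cases and 3 fell (16 and 3 adjusted over the list alone; median 0.14, camera adjusted p = 0.00174; adjusted p = 0.0449 with an estimated correlation). The antigen-presenting molecule HLA-C (0.45 ± 0.04) and the antiviral factor IFITM1 (0.56 ± 0.05) rose, with the reservation that HLA reads may be shared between genes. In sg2 libraries 1 and 2 the list medians were 0.13 and 0.16 for JAK-STAT targets, 0.11 and 0.11 for NF-kB and 0.11 and 0.06 for AP-1 genes, below the other 6 knockout libraries (0.21 to 0.30, 0.29 to 0.37 and 0.31 to 0.42). The interferon list did not show this split (0.13 in both, 0.10 to 0.18 in the others).

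Genes of ribosome production and of protein folding fell. On the MYC and ribosome biogenesis list 31 of 40 fell and 2 rose (31 and 3 adjusted over the list alone; median -0.28, camera adjusted p = 4.12e-11; adjusted p = 0.171 with an estimated correlation). RRS1 (-0.52 ± 0.05), the RNA polymerase I subunit POLR1A (-0.46 ± 0.05), nucleolin NCL (-0.24 ± 0.03) and MYC itself (-0.23 ± 0.03, adjusted p = 1.50e-05) were among them. Of the unfolded protein response and heat shock genes 19 of 31 fell and 2 rose (19 and 2 adjusted over the list alone; median -0.14, camera adjusted p = 4.49e-04; adjusted p = 0.287 with an estimated correlation), such as the chaperones HYOU1 (-0.54 ± 0.11), HSPA8 (-0.43 ± 0.05) and HSPH1 (-0.42 ± 0.05). Transcription initiation genes fell in 19 of 45 cases and 1 rose (19 and 1 adjusted over the list alone; median -0.11, camera adjusted p = 6.86e-04; adjusted p = 0.252 with an estimated correlation), with TAF7, a subunit of TFIID, at -0.36 ± 0.05. DNA damage response genes fell in 21 of 54 cases and 2 rose (19 and 1 adjusted over the list alone; median -0.07, camera adjusted p = 0.00818; adjusted p = 0.252 with an estimated correlation), with the kinases ATR at -0.28 ± 0.05 and PRKDC at -0.18 ± 0.05. S phase genes fell in 20 of 45 cases and 6 rose (21 and 6 adjusted over the list alone; median -0.10, camera adjusted p = 0.00442; adjusted p = 0.252 with an estimated correlation); CLSPN, a checkpoint adaptor, fell by 0.36 on the log2 scale, while the licensing factor CDT1 rose by 0.42 ± 0.05. The G2/M list was not called (5 of 45 rose and 9 fell, 4 and 8 adjusted over the list alone; adjusted p = 0.318), and its members went both ways, with UBE2C at -0.72 ± 0.06 and BUB1 at 0.38 ± 0.05. The medians of the lists called here were nearer to control in sg2 libraries 1 and 2 than in the other 6 knockout libraries. For the MYC and ribosome biogenesis list they were -0.20 in both, against -0.33 to -0.27.

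**Figure D3:**
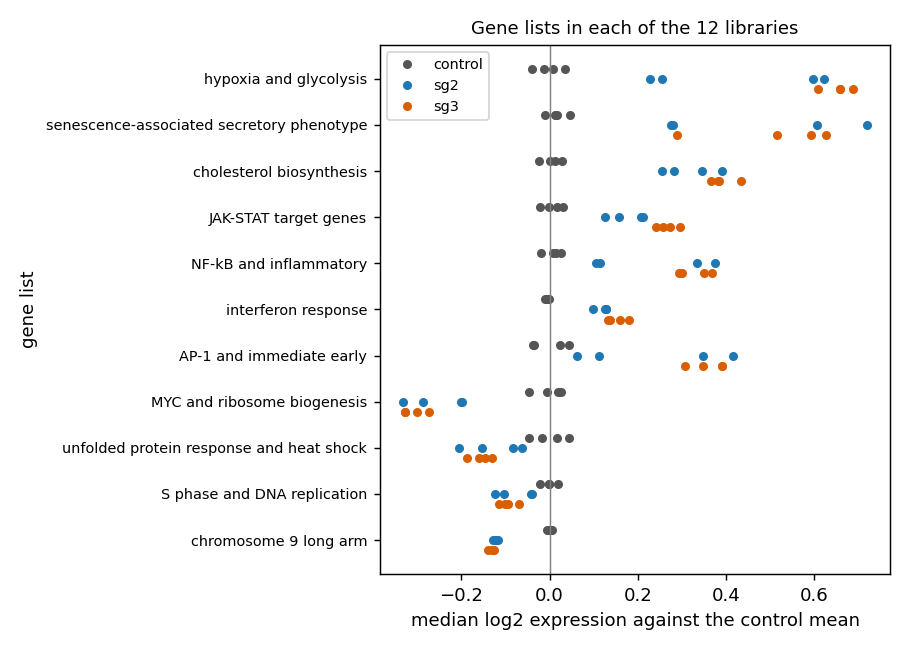
Median log2 expression of 11 gene lists relative to the control mean (horizontal axis) in each library, with control libraries in grey, sg2 in blue and sg3 in orange (points). The hypoxia and glycolysis list lies between 0.23 and 0.69 in the knockout libraries, and the chromosome 9 long arm between -0.14 and -0.12.

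Replication-dependent histone genes were lower in the average of both guides, with a wide spread between libraries. The called falls came from sg3. With sg3 47 of 52 members fell and 2 rose (47 and 2 adjusted over the list alone; camera adjusted p = 4.16e-09; adjusted p = 0.356 with an estimated correlation). The median was -1.43 with sg3 and -0.50 with sg2. With sg2 0 members were called lower and 2 higher (0 and 2 adjusted over the list alone) and the list was not called (adjusted p = 0.0777). For the average, 44 of 52 fell and 2 rose (45 and 2 adjusted over the list alone), with a median of -0.97 (camera adjusted p = 1.16e-05; adjusted p = 0.507 with an estimated correlation). H4C13 fell by 1.47 on the log2 scale, H3C12 fell by 1.33, H2AC12 fell by 1.24, H2AC14 fell by 1.23 and H4C2 fell by 1.22. The list median was -0.97, 0.63, -0.37 and 0.70 in the control libraries, and 3 of 8 knockout libraries lay below all of them. Without control library 2 the calls of H2AC14 (-0.86, adjusted p = 0.0907) and H3C12 (-0.92, adjusted p = 0.0859) were lost. Small RNAs without a poly(A) tail were also lower in the average: the median of 137 such genes differed from control by -0.45 ± 0.11 (SE) in knockout. This median lay at -0.06, -0.38, -0.42 and -0.03 in sg2 libraries 1 to 4. In sg3 libraries 1 to 4 it lay at -0.47, -0.59, -0.55 and -1.05. Control libraries ranged from -0.12 to 0.21, so sg2 libraries 1 and 4 lay within the control range. RMRP, named also among genes of chromosome 9, fell by 1.27 (adjusted p = 0.00780). That call was lost without control library 2, where the log2 fold change was -0.57 (adjusted p = 0.152), and with 2 groups in the fit (-1.06, adjusted p = 0.0748).

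Among lineage markers, erythroid genes went both ways (12 of 48 rose and 11 fell, as many adjusted over the list alone; median -0.01, mean 0.02, adjusted p = 0.977). ALAS2 (0.44 ± 0.05) and CPOX (0.45 ± 0.06), enzymes of heme synthesis, rose, and the fetal globin HBG2 measured -0.03 (adjusted p = 0.746). Megakaryocyte and platelet genes were not called as a list (18 of 42 rose and 7 fell, 19 and 7 adjusted over the list alone; adjusted p = 0.0597), with the integrin ITGA2B at 0.30 ± 0.04 and ANGPT1 at 0.66 ± 0.05, but TREML1 at -1.41 and THBS1 at -0.49. The list was called with sg3 alone (adjusted p = 0.0466; 0.275 with an estimated correlation). For the average it was called in 6 of 18 alternatives: with fry (8.42e-04), without sg2 libraries 1 and 2 (0.0446), and without control library 4 (0.0499), sg2 library 1 (0.0461), sg3 library 1 (0.0435) or sg3 library 3 (0.0468). Markers of other cell types were higher. Monocyte and granulocyte genes rose in 13 of 23 cases and 4 fell (13 and 4 adjusted over the list alone; camera adjusted p = 0.00818; adjusted p = 0.180 with an estimated correlation), with the receptor CSF1R at 1.38 ± 0.25. Stromal and epithelial genes rose in 8 of 13 cases and 1 fell (8 and 1 adjusted over the list alone; camera adjusted p = 0.00849; adjusted p = 0.153 with an estimated correlation), with KRT8 at 0.89 ± 0.11 and PDGFRB at 0.80 ± 0.14. Lymphoid genes rose in 6 of 10 cases and 0 fell (6 and 0 adjusted over the list alone; camera adjusted p = 0.0462; adjusted p = 0.203 with an estimated correlation), with CD4 at 0.47 ± 0.04 and PRF1 at 0.86 ± 0.14, and this call was lost in 6 of 18 other alternatives, among them those without sg2 library 2 (0.0625), sg2 library 4 (0.0746) or sg3 library 2 (0.0521). Apart from CD4 (130 CPM in control), these genes were at 0.442 to 4.08 CPM in control libraries.

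The list of KRAB-type zinc finger genes was taken by symbol alone (ZNF and a number), with no check that a gene encodes a KRAB domain. Of the remaining lists, this one fell in 115 of 417 cases and 39 rose (111 and 38 adjusted over the list alone; median -0.07, camera adjusted p = 0.0313; adjusted p = 0.252 with an estimated correlation), and the call was lost without control library 2 (adjusted p = 0.0618), without control library 4 (adjusted p = 0.0687) and in thinned counts (adjusted p = 0.0684). ZNF114 fell most among them, by 2.10, from 1.25 CPM. The other lists were not called: demethylases of the KDM family (8 of 25 rose and 3 fell, as many adjusted over the list alone; adjusted p = 0.224), enzymes and readers of H3K9 and H3K36 methylation (2 of 34 rose and 13 fell, 2 and 14 adjusted over the list alone; adjusted p = 0.0734), TGF-beta signalling (13 of 28 rose and 6 fell, 13 and 7 adjusted over the list alone; adjusted p = 0.121), the amino acid response (13 of 32 rose and 6 fell, as many adjusted over the list alone; adjusted p = 0.0959) and ribosomal proteins (9 of 78 rose and 5 fell, 8 and 3 adjusted over the list alone; adjusted p = 0.224). The ribosomal protein list was called without control library 3 (adjusted p = 0.0291), without sg3 library 4 (adjusted p = 0.00235) and with sg2 alone (adjusted p = 0.0183; 0.755 with an estimated correlation), and the amino acid response with sg2 alone (adjusted p = 0.0157; 0.178 with an estimated correlation). The list of enzymes and readers of H3K9 and H3K36 methylation was called lower with fgsea (NES -1.53, adjusted p = 0.0464) and with fry (adjusted p = 7.72e-04). KDM3A rose by 0.61 ± 0.07 and KDM5B by 0.49 ± 0.04, whereas the demethylase and hydroxylase RIOX1 fell by 0.60 on the log2 scale. The H3K9 methyltransferases SUV39H2 (-0.34 ± 0.04) and EHMT1 (-0.25 ± 0.04) fell. PI3K-AKT-mTOR components rose in 12 of 39 cases and 13 fell (12 and 17 adjusted over the list alone; adjusted p = 0.649), with a median of -0.06 and a mean of 0.03, which differ in sign; DDIT4 (1.17 ± 0.09) and DEPTOR (0.68 ± 0.08), both inhibitors of mTOR signalling, rose. The BCL2 family list had a median of -0.03 and a mean of 0.15, again of opposite sign (12 of 32 rose and 6 fell, as many adjusted over the list alone; adjusted p = 0.238), and was called higher with fgsea (NES 1.64, adjusted p = 0.0138) and with fry (adjusted p = 0.00634). Fry, which does not compare a list with other genes, also called the senescence marker (adjusted p = 1.26e-04), p53 target (3.71e-04), amino acid response (1.26e-04), TGF-beta (3.53e-04) and KDM demethylase (0.0401) lists, the genes the study names (1.04e-07) and the short arm of chromosome 9 from its end to KDM4C (0.0379), but not the histone list (0.101). The call of the genes the study names is not independent evidence, since they were chosen on these samples. Of the 13 protein genes of the mitochondrial chromosome, a list chosen after seeing the data, 7 fell and 0 rose (8 and 0 adjusted over the list alone), with a median of -0.24 (camera p = 2.14e-04, not adjusted; p = 0.0817 with an estimated correlation).

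Genes of the long arm of chromosome 9 were lower as a group. Of 392 measured genes 178 fell and 52 rose (184 and 57 adjusted over the list alone), with a median of -0.13 (camera adjusted p = 9.16e-06), and the call held with an estimated correlation (adjusted p = 7.52e-05). The median lay between -0.13 and -0.12 in the 4 sg2 libraries and between -0.14 and -0.13 in the 4 sg3 libraries, against -0.01 to 0.00 in the controls. The glucose transporter SLC2A8 fell by 1.95 from 2.19 CPM, and RXRA lies on the same arm. HNRNPK, the member with the highest expression, measured -0.09 (adjusted p = 0.0388), a call lost in 12 of 22 alternatives, among them those without control library 1, 2 or 3, sg2 library 1, 3 or 4, or sg3 library 2, 3 or 4 (adjusted p between 0.0572 and 0.161). The short arm, which carries KDM4C, was not called, either from its end to KDM4C (8 of 21 rose and 4 fell, as many adjusted over the list alone; adjusted p = 0.413) or from KDM4C to the centromere (24 of 122 rose and 24 fell, as many adjusted over the list alone; adjusted p = 0.771). RPS6, on the short arm, measured 0.00 (adjusted p = 0.979).

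**Figure D4:**
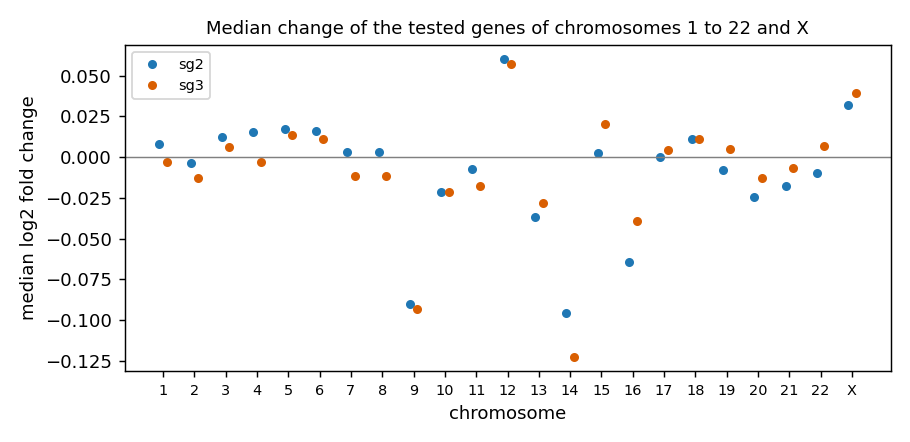
Median log2 fold change against control (vertical axis) of the tested genes of chromosomes 1 to 22 and X (horizontal axis), with sg2 in blue and sg3 in orange. Among these, chromosome 9 (-0.09 for either guide) and chromosome 14 (-0.10 and -0.12) lie lowest, and chromosome 12 (0.06 for either guide) highest.

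Each guide was also compared with control on its own. The largest changes given here are those among called protein-coding genes with an average log2 CPM of at least 2. With sg2, MT1X (2.02), SLC6A8 (1.97), MT2A (1.65), SPAG4 (1.58) and ABCC3 (1.52) rose most and TMEM132E (-1.70), ZNF469 (-1.54), TREML1 (-1.24), PPP1R14C (-1.23) and RXRA (-1.16) fell most. With sg3, SLC6A8 (2.503), MT1X (2.44), SPAG4 (2.09), ARHGAP39 (2.03) and GSDME (1.98) rose most, and the largest falls were those of histone genes, H4C13 (-2.30), H4C2 (-1.85), H2AC12 (-1.85), H2AC14 (-1.84) and H3C12 (-1.79). With sg2 these 5 genes measured between -0.87 and -0.60 and were not called. The difference between the guides was called for none of them (adjusted p between 0.175 and 0.422). Guide sg2 changed 3963 genes, 2024 higher and 1939 lower, and sg3 changed 6179 genes, 3070 higher and 3109 lower.

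The agreement of the guides was measured as a check on effects of a single guide. A total of 3575 genes were called for both guides with the same sign, 1850 higher and 1725 lower, and 0 with opposite signs. Independent lists of these sizes would share 444 higher and 431 lower genes. The correlation across genes of the log2 fold changes was 0.854, where genes are not independent replicates. Simulated unchanged groups against shared simulated controls gave 0.423. The covariance was 0.101 against 0.0102 in the simulation, a difference of 0.0906. With the controls split between the guides, the correlation lay between 0.623 and 0.769, and 1795 to 2319 genes were called for both guides with the same sign.

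Set directly against each other, the guides differed in 1 gene. KIT, the receptor of stem cell factor, was higher with sg3 (1443 ± 33.9 CPM, n = 4) than with sg2 (1144 ± 84.9 CPM, n = 4), a log2 difference of 0.33 (adjusted p = 0.0155), and both lay above control (879 ± 12.3 CPM). KDM4C was higher with sg3 by 0.40, and edgeR's quasi-likelihood test did not call it (adjusted p = 0.0641). It was called in 5 of 22 alternatives: with DESeq2 (adjusted p = 2.06e-04), limma-voom (0.0331), the replicate block (0.0374) and no filter on low counts (7.99e-06), and without sg2 library 4 (0.00216). At an unadjusted p under 0.05 the same test counted 2098 genes, DESeq2 called 121 and limma-voom 18, so the number of genes that differ depends on the tool. It was 0 without sg2 library 2, sg3 library 1 or sg3 library 3, 2 without sg3 library 2 and 201 without sg2 library 4. The KIT call was lost without sg2 library 2 (adjusted p = 0.0948), without sg3 library 1 (adjusted p = 0.0604), without sg3 library 3 (adjusted p = 0.0607), without sg2 libraries 1 and 2 (adjusted p = 0.179) and with 2 groups in the fit (adjusted p = 0.129).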

Values the study reported

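In its transcriptome analysis of KDM4C-inactivated HEL cells, the study reported enrichment of senescence gene sets with NES = 1.55 and p = 0.0327. Its figure legend describes genes of senescence and autophagy in cancer, and its methods name fgsea. That set was not tested here, where senescence markers and autophagy were separate lists. The study also reported more SA-beta-galactosidase staining, enriched PI3K/AKT/MTOR and NF-kB sets, and repressed transcription initiation and genotoxicity sets.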

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

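The tests of S phase genes, of the extent of KDM4C mRNA loss, of culture density and of other splits of the libraries were chosen only after the results they bear on were seen. Thinning to a single depth was also chosen after the data were seen.

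Genes of the long arm of chromosome 9 were lower in both knockout groups, with a median log2 fold change of -0.13 and nearly the same value in each of the 8 libraries. Gene length, GC content and expression do not account for it: of 10000 random sets of genes from other chromosomes, matched on these for 91.3% of the arm's genes, 0% had a median as low, and the lowest was at -0.05. Nor do a few strongly changed genes, since the upper quartile of the arm lay 0.11 lower than that of other autosomes (difference -0.11, bootstrap interval -0.17 to -0.07). A lower copy number of the arm in the transduced cultures may be a source, but it cannot be told apart from regulation here: the third of the genes with the lowest expression had a median of -0.0591 (interval -0.129 to 0.00465), against -0.14 and -0.15 in the others. No DNA measurement was analysed here, and both guides cut on the other arm of the same chromosome. A shift of this kind was not particular to the chromosome that was cut. The median lay between -0.13 and -0.08 for chromosome 14 and between 0.05 and 0.08 for chromosome 12 in the 8 knockout libraries. These 2 chromosomes were picked after their values were seen and were not tested, and the matched random sets do not bear on them.

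Replication-dependent histone genes were lower in the average of both guides and with sg3, were not called with sg2 (median -0.50, 0 of 52 called lower, adjusted p = 0.0777), and varied widely between control libraries. The camera calls of the list for the average (adjusted p = 0.507) and for sg3 were lost with an estimated correlation. Fewer cells in S phase cannot be excluded: the median of S phase genes changed by -0.0852 ± 0.0144 (SE) and that of histone genes by -0.82 ± 0.43, but the difference (-0.73 ± 0.44) is under 2 SE; within groups the medians correlated at r = 0.0893 over 12 libraries (permutation p = 0.784, adjusted p = 0.784 over 2 relations; Spearman's rho = 0.196, p = 0.591; r = -0.0564 without the 2 farthest libraries). Less carry-over of RNA without a poly(A) tail remains a candidate explanation: 137 small RNAs of that kind changed by -0.45 ± 0.11, and their median correlated with the histone median within groups at r = 0.431 over 12 libraries (permutation p = 0.142, adjusted p = 0.284 over 2 relations; Spearman's rho = 0.364, p = 0.294; r = 0.586 without the 2 farthest libraries). That correlation did not pass its test, and the small RNA median of sg2 libraries 1 and 4 lay within the control range. These explanations and an effect of KDM4C loss therefore cannot be told apart.

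Hypoxia and glycolysis genes were higher in all 8 knockout libraries, and less so in sg2 libraries 1 and 2 (0.26 and 0.23) than in sg2 libraries 3 and 4 (0.60 and 0.62). With all libraries thinned to a single depth, the median of the knockout average was 0.55. Fold changes are scaled to library size, so thinning was bound to leave this median nearly unchanged. It therefore cannot decide whether sequencing depth contributes, and the gap within sg2 was not tested with it. Both values computed run against the extent of KDM4C mRNA loss: sg3, with more KDM4C mRNA left, had the higher median by 0.23 ± 0.11 (SE), and within guides libraries with more KDM4C mRNA had the higher median (r = 0.891, exact permutation p = 0.234, two-sided over 576 pairings, 1 relation; Spearman's rho = 0.810, exact p = 0.253; r = 0.817 without the 2 farthest libraries). The trend did not pass its test and the gap comes mostly from sg2 libraries 1 and 2, so this explanation is not excluded. Density or oxygen of the cultures may contribute; the median ranged over 0.39 within sg2 but over 0.07 among controls, the labels give no density, and culture cannot be told apart from guide here, and an effect of KDM4C loss stays open beside it.

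In 15 of 423 groups of 4 libraries (3.55%), 1 library lay far from the other 3, where chance gives about 1 in 20. In CPM, with the nearest library in parentheses, these were KDM4D in sg2 library 4 at 3.21 (2.66), KIT in sg3 library 4 at 1493 (1429), H4C2 in sg3 library 3 at 8.23 (4.77), PDGFRB in control library 1 at 1.53 (2.02) and in sg3 library 1 at 4.71 (3.44), POLR1A in control library 3 at 259 (273), HBG2 in control library 4 at 3522 (2747) and in sg2 library 4 at 3151 (2711), TP53INP1 in sg3 library 3 at 11.7 (13.9), EHMT1 in control library 3 at 75.1 (82.7) and RMRP in sg3 library 4 at 13.5 (32.2). Among list medians, these were the interferon response in sg2 library 4 at 0.0993 (0.127), enzymes and readers of H3K9 and H3K36 methylation in sg2 library 1 at -0.0214 (-0.0529), the end of the chromosome 9 short arm in control library 4 at 0.0416 (0.00289), and the short arm from KDM4C to the centromere in sg2 library 4 at 0.0450 (0.00508).

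The guides differed from each other in KIT (sg3 minus sg2 0.33, adjusted p = 0.0155) and in 12 gene lists, of which 0 were called with an estimated correlation. Medians were higher with sg3 for hypoxia and glycolysis (0.19, camera adjusted p = 2.21e-14), NF-kB (0.11, 0.00268), cholesterol biosynthesis (0.0742, 5.23e-04), AP-1 (0.0698, 0.0367), interferon response (0.0586, 0.0245), JAK-STAT targets (0.0565, 0.0204) and KDM demethylases (0.0420, 0.00812). They were lower with sg3 for histone genes (-0.92, 4.48e-23), ribosomal proteins (-0.12, 9.99e-04; sg3 libraries 3 and 4 at -0.09 and -0.35, but sg3 libraries 1 and 2 at 0.20 and 0.17, above all sg2 libraries at 0.06 to 0.16), the unfolded protein response (-0.0828, 0.00175), MYC and ribosome biogenesis (-0.0648, 8.84e-04) and transcription initiation (-0.0590, 0.0148). For NF-kB, AP-1, the unfolded protein response, MYC and ribosome biogenesis and transcription initiation, sg2 libraries 3 and 4 lay at least as far from control as the nearest sg3 library, and sg2 libraries 1 and 2 lay nearer to control than any sg3 library.

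Fits of 2 groups were repeated on other splits of the same libraries. For the knockout average 1 of 100 splits, the real one, gave as many genes (5894, with 1226 at most in another split, which put 3 controls and sg2 library 1 together). Only a random part of the possible splits was run for the average. For sg2 (4015 genes) and sg3 (6115 genes) 1 of 35 splits, again the real one, gave as many, and the highest of the others gave 0. With 35 splits the share can be no lower than 1 in 35. Chance assignment of these libraries to groups is thus unlikely for these 3 comparisons, but it is not excluded. The splits do not cover differences between separate transductions, since replicates may be technical. For sg3 against sg2 the real split called 0 genes in a fit of 2 groups, as did the other splits (35 of 35), and a count of 0 says nothing about chance.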

How the results depend on the processing

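Leaving out sg2 libraries 1 and 2 and thinning the counts were chosen only after the results were seen. The count for sg3 against sg2 (1 gene) moved most: it was 0 with 2 groups in the fit and without sg2 libraries 1 and 2, 121 with DESeq2, 18 with limma-voom, 367 with no filter on low counts, 25 with the replicate block, and 0 to 201 without single libraries; the cause was not tested. With split controls a median of 2099.5 genes were called for both guides (3575 with all controls), where each guide has fewer control libraries. Of 34 lists, 2 were called with an estimated correlation and 28 with fry, which does not compare a list with other genes, against 18. Other counts stayed within 1.5 times: 4928 to 6466 genes for the knockout average, 3009 to 4213 for sg2, 4986 to 6490 for sg3, with KDM4C between -0.41 and -0.28. The replicate block gave 5956, 3817 and 6012 genes for these; replicate numbers do not pair the libraries (correlation of same-number deviations -0.167 to 0.180, over 0.1 in 1 of 12 pairs, and 2 of 12 libraries correlated best with their own number). Leaving out control library 2, the deepest, gave the lowest counts among single libraries. Over all alternatives 38 of 206 values of named genes changed their call or sign. Signs changed for uncalled values near 0: POLR2B -2.98e-04 and RPS6 -0.00327 with no filter, HBG2 0.00246 and POLR2B -0.0186 without sg2 libraries 1 and 2, and, without single libraries, RPS6 -0.0320 to 0.0352, HBG2 -0.0669 to 0.0735 and POLR2B -0.0157 to 0.0208. At the shallowest depth 5005 genes were called for the average, 3179 for sg2 and 4986 for sg3.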

Other observations

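Mitochondrially encoded genes, chosen after their values were seen, were lower in knockout. Of 13 protein genes, 5 fell with sg2 (camera p = 0.00643, not adjusted; p = 0.183 with an estimated correlation) and 10 with sg3 (p = 2.19e-05; p = 0.0512 with an estimated correlation), and 0 rose with either guide. CYTB fell by 0.46 on the log2 scale (adjusted p = 2.35e-07), from 1451 ± 57.0 CPM (n = 4) in control to 1135 ± 75.2 with sg2 and 980 ± 10.4 with sg3. ND1 (-0.25) and ND2 (-0.24), subunits of complex I, also fell, while COX1, the most abundant of those compared here, measured 0.00 (adjusted p = 0.953). Among nuclear chromosomes, also chosen after their values were seen and not tested as groups, genes of chromosome 14 had a median log2 fold change of -0.11, with 171 of 405 lower and 55 higher, and genes of chromosome 12 one of 0.06, with 242 of 756 higher and 89 lower.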
